A study of Mus musculus with 12 samples (transcriptomic, total RNA). Its data were reported in "The Transcription Factor STAT6 Mediates Direct Repression of Inflammatory Enhancers and Limits Activation of Alternatively Polarized Macrophages" (2018).

How the data were processed

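Messenger RNA was sequenced from mouse bone marrow-derived macrophages (BMDMs), which are macrophages grown in culture from bone marrow precursors. The cells were left untreated (control), exposed to IL-4 at 20 ng/ml for 24 h (IL-4), exposed to LPS at 100 ng/ml for 3 h (LPS), or pretreated with IL-4 and then exposed to LPS (IL-4+LPS). IL-4 is a cytokine that drives alternative macrophage polarization, and LPS is a bacterial cell wall component that drives an inflammatory response. Each of the 4 groups held 3 samples, numbered 1 to 3 in the labels, which gave 12 samples in all.

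The deposited tables held FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments of the sample), 1 table per sample with replicates kept apart. Per the study's methods, the authors prepared poly-A selected libraries, sequenced them as paired reads, mapped the reads to the mm10 mouse assembly with TopHat and computed expression with Cufflinks. Tool versions and the gene annotation were not stated, and no further normalization between samples was described. An FPKM value is relative to the mapped fragments of its own sample, so a change in RNA composition shifts every other gene of that sample. Each table held 23847 rows for 23361 gene symbols, and 254 symbols had more than 1 row. The tables were joined on symbol, locus and transcription start site. Loci were in mm10 with starts counted from 0, and 1 was added to each start for the coordinates given here. Of the 10489 expressed rows whose symbol named 1 gene of GENCODE vM21, 99.42% overlapped that gene.

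Fragment counts were not in the files analysed here, so the absolute depth was unknown. Relative depth was read from the low values, where genes take whole multiples of the value of 1 fragment. In 65 of the 66 pairs of samples the steps fitted a common set of depths. With control replicate 1 set to 1, the relative depth ran from 0.99 to 3.3. The error of each comparison was taken from the spread between replicates, since no count-based interval could be formed for FPKM.

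Rows with an FPKM of at least 1 in at least 1 of the 12 samples were kept, as in the study's methods, which left 11191 rows. Values were transformed to log2(FPKM + 1), so a log2 fold change understates the change of genes with low values. A group-means model over all 12 samples was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend). The contrasts were LPS minus control, IL-4 minus control, IL-4+LPS minus IL-4, IL-4+LPS minus LPS, and the interaction, which is the LPS response after IL-4 minus the LPS response without it. P-values were adjusted by the Benjamini-Hochberg method within each contrast, with a threshold of 0.05 and no fold-change minimum. LPS-induced genes were divided by the contrast IL-4+LPS minus LPS into genes lower, unchanged or higher after IL-4 pretreatment. An unchanged gene is one whose difference did not pass the threshold. The script was tested on simulated data, where 95.5% of 200 genes with a known change were recovered with the right sign and 5% of the calls were false. These rates are for LPS minus control. The simulated changes had a single fixed size in genes above a minimum level, with independent noise and no offset between replicate numbers. Far fewer genes were changed than were called in the data. The rates therefore need not hold for the real calls or for the interaction.

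Genes named in the text came from a rule fixed before the files arrived. It covered a list of genes discussed by the study, and for LPS minus control, IL-4 minus control and the interaction among LPS-induced genes, the 3 genes with the largest change in each direction among those past the threshold with the same sign in replicate numbers 1, 2 and 3. Which contrasts are given for the listed genes was set after the files arrived, and the IL-4 contrast of Tnf and Il6 was added once the first fit had been seen, so that all listed inflammatory genes had the same contrasts. One listed gene, Chil3, was absent from the files under that symbol and was left out. Sequence shared with other genes was measured as the percent of 50-base words of the longest GENCODE transcript found in transcripts of another gene.

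The alternatives tried were a pseudocount of 0.1, no expression filter, a filter of at least 1 FPKM in at least 3 samples, quantile normalization, median scaling over genes expressed in every sample, no intensity trend, only the compared groups in the fit, the replicate number as a block, unadjusted p, a 2-fold minimum, a per-gene Tukey test, and each sample left out in turn. A fit of replicates 2 and 3 only was added after seeing the data. Other splits of the same samples were also fitted. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.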

Results

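RNA-seq was used to ask whether earlier IL-4 exposure changes the response of BMDMs to LPS. Expression was measured in 12 samples, 3 in each of the control, IL-4, LPS and IL-4+LPS groups. FPKM totals per sample lay between 457583 and 495025. Relative depth, with control replicate 1 set to 1, was 1.335 and 3.296 in control replicates 2 and 3. It was 0.993, 1.777 and 1.741 in IL-4 replicates 1 to 3, 1.032, 2.606 and 1.431 in LPS replicates 1 to 3, and 0.991, 1.266 and 1.972 in IL-4+LPS replicates 1 to 3. The 4 samples of replicate 1 were therefore of nearly equal depth, and the low values of the shallower samples carry the larger error.

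Replicates were compared before they were averaged. Across expressed genes, the mean Pearson r of replicates 2 and 3 within a group was 0.9766, against 0.9589 for the pairs that include replicate 1. Deviations from the group means had a mean r of 0.124 between samples that share a replicate number (18 pairs) and -0.0596 between samples with different numbers (36 pairs). Deviations cancel within a group, so the second value largely follows from the first and is no separate check. Between samples that share a number r ran from 0.0024 to 0.386. The first component of these deviations held 28.18% of the within-group variance. Its scores were 15.56 to 33.09 in replicate 1, -18.46 to -9.63 in replicate 2 and -14.63 to -4.51 in replicate 3. Replicate 1 was thus set apart in all 4 groups. The gene counts of each comparison below are also given with the replicate number as a block, with the pairing taken from the labels. Named genes are given with the block only where stated.

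The response to LPS alone was examined first. LPS induced 1887 genes and repressed 6462 of the 11191 expressed rows. A change of at least 2-fold was reached by 883 of the induced and 2121 of the repressed genes. Across the induced genes, the median log2 fold change was 0.933 ± 0.065 (SD of the medians of replicate numbers, n = 3). Induction was largest for Irg1, from 3.91 ± 1.79 to 2894.92 ± 105.47 FPKM (mean ± SD, n = 3), a log2 fold change of 9.272 (standard error 0.446, adjusted p = 3.74e-08). Cxcl10 rose from 3.74 ± 1.19 to 2593.79 ± 160.03 FPKM and Il1b from 5.31 ± 1.02 to 1915.79 ± 631.88 FPKM (n = 3). Their log2 fold changes were 9.127 (standard error 0.352) and 8.197 (standard error 0.587). The largest decreases were those of the microRNA genes Mir339 (log2 fold change -5.495, standard error 0.991) and Mir1249 (-5.376, standard error 1.466), followed by Arl4c, which went from 61.9 ± 1.14 to 1.2 ± 0.61 FPKM. Irg1 lies on chromosome 14 at 103047012 to 103056573 of mm10, Cxcl10 on chromosome 5 at 92346639 to 92348889 on the minus strand, and Arl4c on chromosome 1 at 88698226 to 88702191 on the minus strand. With the replicate block, 2169 genes were induced and 7013 repressed, the mean r of same-number deviations being 0.124. Apart from a 2-fold minimum, which can only lower a count, scaling between samples moved the counts most. After median scaling, 3054 genes were induced and 4125 repressed.

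IL-4 alone was compared with control to give the effect present before LPS. It induced 1795 genes and repressed 2346, of which 309 and 391 changed by at least 2-fold. Retnla, a marker of alternative polarization, rose from 11.39 ± 7.19 to 12174.57 ± 751.24 FPKM (n = 3), with a log2 fold change of 10.093 (standard error 0.35, adjusted p = 2.7e-08). The next largest increases were those of Ear11 (7.89, standard error 0.145) and Tmem26 (6.009, standard error 0.122). Arg1 rose by 4.905 (standard error 0.258), Klf4 by 2.504 (standard error 0.093) and Hbegf by 1.07 (standard error 0.169). Among the decreases, Mir186 and Mirlet7d had log2 fold changes of -6.771 (standard error 1.694) and -5.741 (standard error 1.361), and Thbs1 went from 30.15 ± 11.38 to 0.77 ± 0.47 FPKM (n = 3). Abca1 was lower by a log2 fold change of -1.595 (adjusted p = 0.00476). Neither Fos (-0.481, adjusted p = 0.42) nor Edn1 (0.456, adjusted p = 0.635) passed the threshold in the main fit. Fos was lower in IL-4 in all 3 replicate numbers, and with replicates 2 and 3 only its log2 fold change was -0.399 (adjusted p = 0.00924). Retnla lies on chromosome 16 at 48842552 to 48844461 on the plus strand, and Thbs1 on chromosome 2 at 118111922 to 118127133 on the plus strand. Ear11 (chromosome 14, 51255262 to 51256112) has no entry under that symbol in the reference, so sequence shared with related genes was not measured. With the replicate block, in which the same-number deviations had a mean r of 0.124, the counts were 2402 and 3183. Median scaling gave 1934 induced and 2218 repressed genes. Quantile normalization gave 2098 and 2052, so the excess of repressed genes depended on the scaling. A pseudocount of 0.1 moved the microRNA genes most, with Mir186 at -10.077 (standard error 2.343), and gave Arg1 a log2 fold change of 7.537 (standard error 0.488).

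In cells pretreated with IL-4, LPS induced 1682 genes and repressed 6474. The genes induced by LPS without IL-4 had a median LPS response of 0.757 ± 0.094 after IL-4 (SD, n = 3). Pairing by replicate number (mean r 0.124) in the block fit gave 1927 induced and 7206 repressed genes. After median scaling there were 2702 induced and 3689 repressed genes, and with a 2-fold minimum 842 and 1691.

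The LPS-induced genes were then divided by their level in IL-4+LPS against LPS. Expression was lower after IL-4 pretreatment for 591 genes (31.32%), unchanged for 1067 (56.54%) and higher for 229 (12.14%). A difference of at least 2-fold was present in 181 of the genes that were lower and 69 of those that were higher. The median difference was -0.694 ± 0.009 for the lower genes and 0.732 ± 0.046 for the higher genes (SD, n = 3). Among the lower genes, 242 were also lower in IL-4 than in control before LPS, 44 were higher and 305 did not differ. LPS still induced 364 of the 591 genes after IL-4. With the replicate block, for which same-number deviations had a mean r of 0.124, the numbers were 890 lower, 922 unchanged and 357 higher. The 2-fold minimum, applied to both contrasts, left 120 lower, 716 unchanged and 47 higher. After median scaling there were 778 lower, 1868 unchanged and 408 higher, and quantile normalization gave 727, 1868 and 308.

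**Figure D1:**
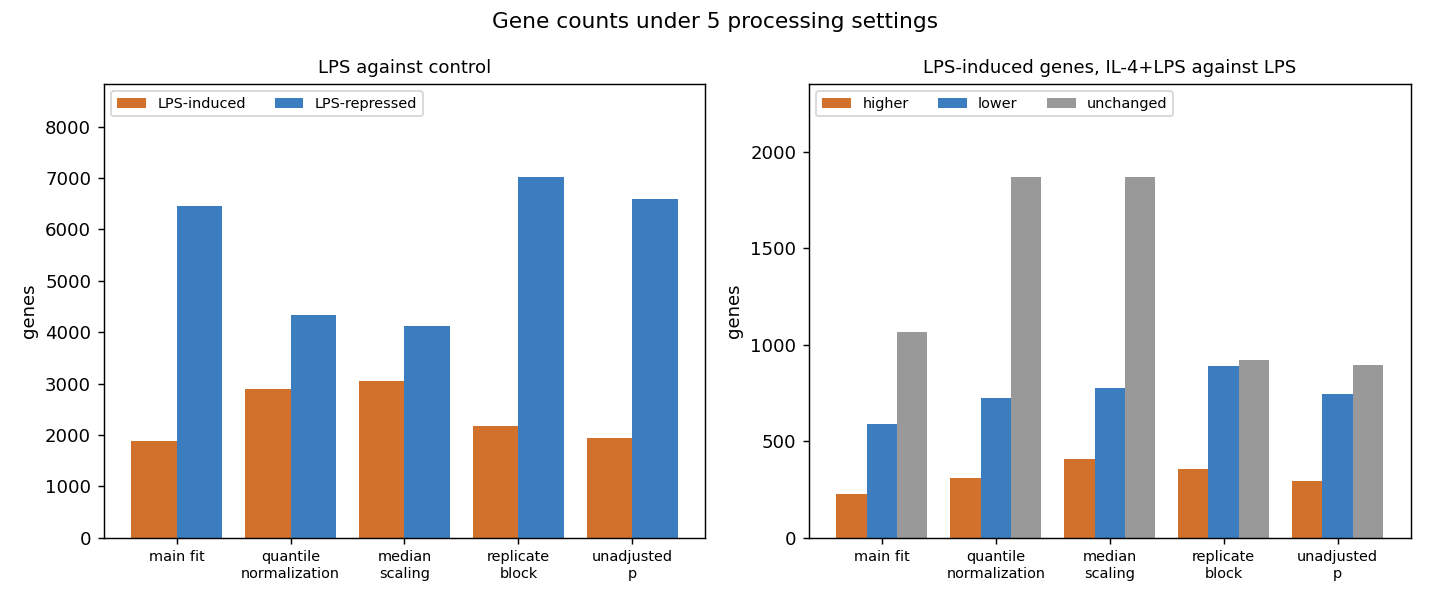
Numbers of genes (vertical axes, starting at 0) under 5 settings, for LPS against control (left) and for LPS-induced genes in IL-4+LPS against LPS (right). The left panel goes from 1887 induced and 6462 repressed genes in the main fit to 3054 and 4125 after median scaling, and the right panel from 591 lower genes in the main fit to 890 with the replicate block.

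Genes of the inflammatory response were taken one by one. Tlr2 (chromosome 3, 83836272 to 83841608, minus strand) was 29.76 ± 4.48 FPKM in control, 4.85 ± 0.74 in IL-4, 227.93 ± 12.02 in LPS and 90.28 ± 15.05 in IL-4+LPS (mean ± SD, n = 3). Cd14 (chromosome 18, 36725067 to 36726654, minus strand) was 153.44 ± 9.38, 15.61 ± 3.19, 1271.42 ± 102.21 and 265.65 ± 59.82 FPKM in the same order. Nlrp3 (chromosome 11, 59542686 to 59566956, plus strand) was 11.84 ± 1.16, 1.79 ± 0.44, 268.95 ± 4.36 and 136.05 ± 17.95 FPKM. Clec4d (chromosome 6, 123262107 to 123275268, plus strand) was 718.3 ± 72.3, 252.95 ± 52.51, 1195.5 ± 53.61 and 396.6 ± 36.35 FPKM. All of these are protein-coding genes, and FPKM is computed over their exons. In IL-4+LPS against LPS the log2 fold change was -1.339 for Tlr2 (adjusted p = 6.66e-05), -2.278 for Cd14 (adjusted p = 4.6e-06), -0.986 for Nlrp3 (adjusted p = 0.000177) and -1.592 for Clec4d (adjusted p = 1.02e-05). Each was also lower in IL-4 than in control, by log2 fold changes of -2.391, -3.232, -2.209 and -1.517. Fcgr1 fell from 88.84 ± 1.29 FPKM in LPS to 15.91 ± 3.93 in IL-4+LPS (log2 fold change -2.436, adjusted p = 3.53e-06), and Il18 from 19.53 ± 2.57 to 8.8 ± 0.96 (-1.064, adjusted p = 5.4e-05). Both were already lower in IL-4 than in control, Fcgr1 by -1.941 (adjusted p = 1.64e-05) and Il18 by -1.104 (adjusted p = 3.89e-05). The LPS response of Il18 was 1.126 without IL-4 and 1.166 after it. The induction of Fcgr1 by LPS itself was small (0.445, adjusted p = 0.0392) and lost significance in 6 of the 12 fits that each left out a sample. Without IL-4+LPS replicate 1, the difference of Cd14 between IL-4+LPS and LPS was -2.081 (standard error 0.139).

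Il6, Tnf, Il1b and Casp1 were not significantly lower in IL-4+LPS than in LPS. Il6 went from 66.27 ± 15.45 FPKM in LPS to 321.67 ± 145.08 in IL-4+LPS (n = 3; log2 fold change 2.169, adjusted p = 0.000525) and was higher in all 3 replicate numbers. Tnf was 1362.04 ± 51.6 FPKM in LPS and 2034.81 ± 555.5 in IL-4+LPS, a difference within the error of the main fit (0.538, adjusted p = 0.0744) that passed the threshold with the replicate block (adjusted p = 0.0138). Il1b did not differ (-0.385, adjusted p = 0.671), with 478.328 FPKM in replicate 1 of IL-4+LPS against 2316.68 and 2499.57 in replicates 2 and 3. Casp1 did not differ either (-0.144, adjusted p = 0.635). Pycard was not induced by LPS (-0.155, adjusted p = 0.214) and was lower in IL-4+LPS than in LPS (-0.477, adjusted p = 0.00703). Of the alternatives, leaving out IL-4+LPS replicate 1 changed the Tnf value most, to a log2 fold change of 0.79 (adjusted p = 0.00447). Without that sample Il1b moved further, to 0.392, as did Il6, to 2.598.

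**Figure D2:**
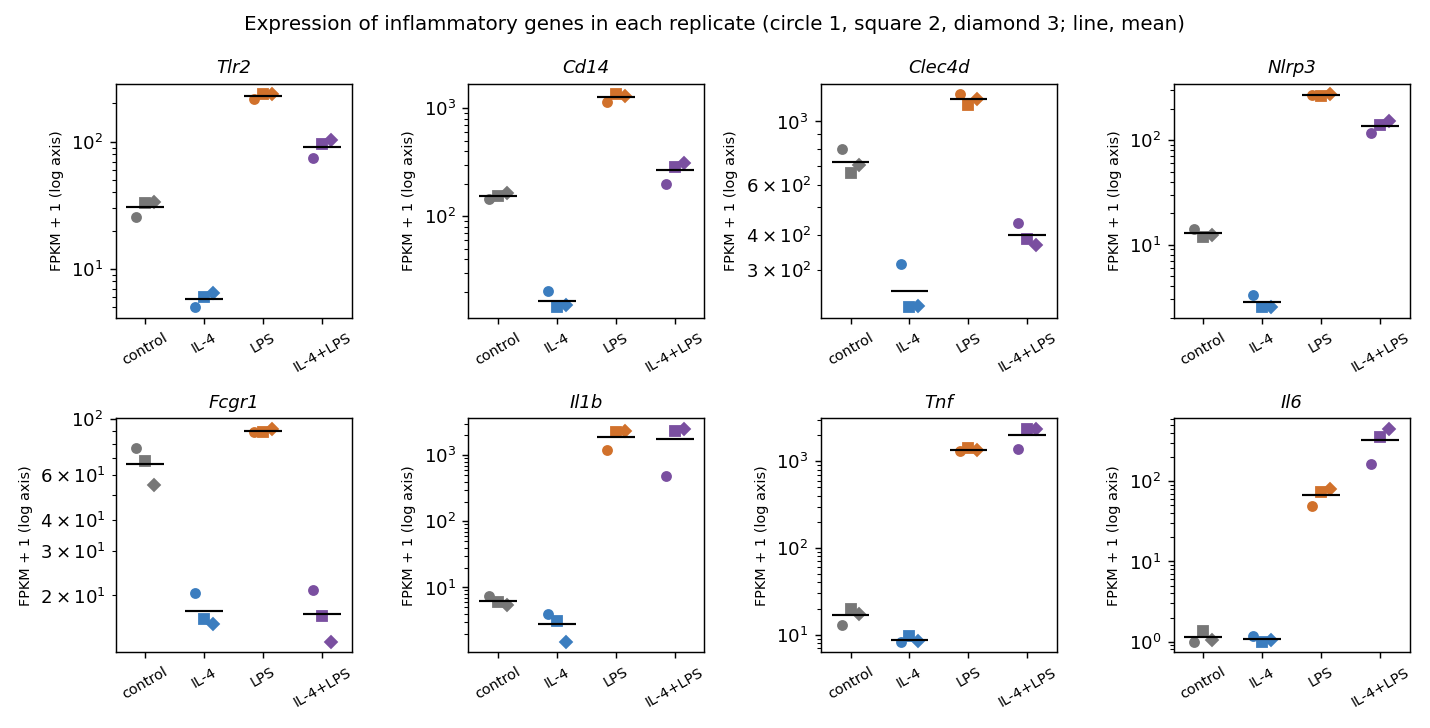
FPKM + 1 on a log axis for 8 genes in the control, IL-4, LPS and IL-4+LPS groups; each point is 1 sample (circle, replicate 1; square, replicate 2; diamond, replicate 3) and each line the mean of 3 samples. Tlr2 means go from 227.93 FPKM in LPS to 90.28 in IL-4+LPS, whereas Il6 means go from 66.27 to 321.67.

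Whether the LPS response itself differed after IL-4 was tested with the interaction. Of the LPS-induced genes, 291 had a negative interaction (a smaller LPS log2 fold change after IL-4) and 95 a positive one. Across all 11191 expressed rows, 518 interactions were negative and 512 positive, so negative ones were not in excess across all rows. LPS repressed 6462 of these rows, and for a repressed gene a positive interaction can be a smaller decrease after IL-4. The balance therefore does not exclude a smaller LPS response in both directions. The LPS-induced genes were chosen by LPS minus control, which shares samples with the interaction, and this choice may favour negative values. Among the 591 genes lower after IL-4 pretreatment, 199 (33.67%) had a negative interaction, 13 a positive one and 379 none past the threshold. The largest positive values were those of Gm8221 (3.795, standard error 0.222), Apol7a (3.365, standard error 0.147) and Il12a (2.964, standard error 0.43). Il12a was 4.22 ± 1.84 FPKM in LPS and 41.44 ± 14.82 in IL-4+LPS (n = 3). Gm8221, an unprocessed pseudogene on chromosome 15 at 77618968 to 77627398, shares 45.1% of its 50-base words with other genes, chiefly Apol7c, so its value is uncertain. The largest negative values were those of Mir1943 (-6.964, standard error 0.38), Socs1 (-3.206, standard error 0.409) and Ptges (-2.992, standard error 0.796). Socs1 (chromosome 16, 10783809 to 10785536, minus strand) was 0.83 ± 0.37 FPKM in control, 31.54 ± 1.56 in IL-4, 58.48 ± 19.78 in LPS and 114.19 ± 35.64 in IL-4+LPS (n = 3), and so was higher with both than with LPS. Tlr2 (1.052, adjusted p = 0.0104), Cd14 (0.954, adjusted p = 0.0349) and Nlrp3 (1.223, adjusted p = 0.00188) had positive interactions, while Clec4d (-0.076, adjusted p = 0.861) and Fcgr1 (-0.495, adjusted p = 0.259) had none past the threshold in the main fit. With replicates 2 and 3 only, that of Fcgr1 was -0.651 (adjusted p = 0.0474). With the replicate block (mean r of same-number deviations 0.124) there were 601 negative and 220 positive interactions. A 2-fold minimum moved them most in the other direction, to 74 and 43.

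**Figure D3:**
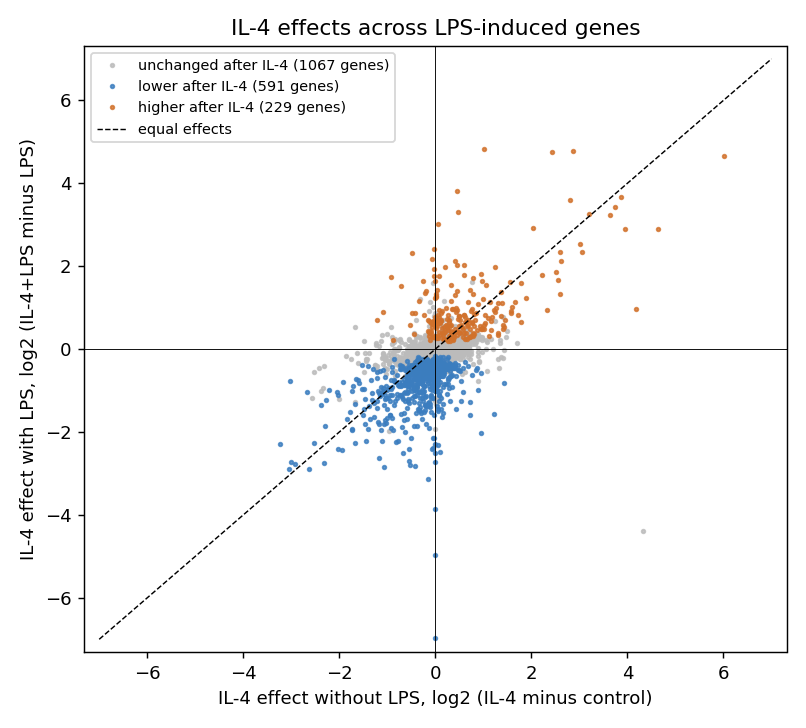
Log2 difference IL-4 minus control (horizontal axis) against log2 difference IL-4+LPS minus LPS (vertical axis) for the 1887 LPS-induced genes, coloured by class: 591 lower, 1067 unchanged and 229 higher after IL-4. The dashed line marks equal effects, and Pearson r across genes was 0.543.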

Values the study reported

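The study reported 1,350 genes activated by LPS in this experiment. It placed 520 of them in a cluster with an attenuated response after IL-4, 686 in a cluster that IL-4 did not influence, and 144 in a cluster with an increased response.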

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

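The LPS response differed between untreated and IL-4-pretreated cells for 291 LPS-induced genes with a negative interaction and 95 with a positive one, and these were flagged because the difference itself was tested. Of 100 splits in which the IL-4 labels were redrawn within the samples without and with LPS, only the real one gave 291 genes in a direction (1 of 100), whereas 5 of 100 gave at least 95 in a direction, the real one included. Only 1 of the 4 others did so with positive interactions (68 negative, 111 positive), and the other 3 had 97, 128 and 117 negative ones. Both directions were counted because a split and its mirror, in which the directions are exchanged, are the same split. By this count the positive number is not set apart from other groupings of the samples. Redrawn labels mix samples with and without IL-4, which adds the IL-4 effect to the spread and favours lower counts. The 1 of 100 for the negative number is therefore a weak test. Each of the 4 other splits left the labels of 1 side in place, so it still held part of the IL-4 effect. In 3 of these 4 splits both replicate 1 samples of the other side were placed together, and 4 splits are too few to tell whether this arrangement gives larger counts. Every real group holds 1 sample of replicate 1, so the real groups are balanced for that batch. With the replicate block there were 220 positive interactions, and replicates 2 and 3 alone gave 340. A floor on low values was tested for the negative interactions with the control mean. That mean was under 1 FPKM for 12.4% of these genes, against 13% of the genes lower after IL-4 without a negative interaction. The sets were not matched, since 69 genes with a negative interaction were in the unchanged class and 23 in the higher class. The LPS response after IL-4 starts from the IL-4 mean, which was not tested, so a floor is not excluded. A bias from sequencing depth was not tested for the interaction, so no biological explanation is favoured here.

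Named genes were flagged for the same reason. The interactions were 1.052 for Tlr2, 0.954 for Cd14, 1.223 for Nlrp3, -0.813 for Pycard, 1.455 for Tnf, 2.232 for Il6, 3.795 for Gm8221, 3.365 for Apol7a, 2.964 for Il12a, -6.964 for Mir1943, -3.206 for Socs1 and -2.992 for Ptges. Under a pseudocount of 0.1, quantile normalization and median scaling, 83.3% of them (10 of 12) kept their sign and significance. Il6 and Ptges lost significance with the pseudocount of 0.1. Cd14 and Ptges lost it in 10 and 9 of the 12 fits that each left out a sample. The last 6 genes were chosen for large and significant interactions, which favours their passing again. An interaction also holds the IL-4 effect before LPS. Tnf was lower in IL-4 than in control (-0.917, adjusted p = 0.0061), and Pycard was higher (0.336, adjusted p = 0.0324). The IL-4 effect of Pycard lost significance in 5 of the 12 fits that each left out a sample. Il6 did not differ significantly between IL-4 and control (-0.063, adjusted p = 0.904).

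Tlr2, Cd14 and Nlrp3 were lower in IL-4+LPS than in LPS and yet had a larger LPS response on the log2 scale after IL-4. A candidate explanation is the log scale over a baseline already lowered by IL-4. Of the LPS-induced genes that combined a lower level with a positive interaction, 84.6% (11 of 13) gained fewer FPKM from LPS after IL-4. Cd14 gained 1117.97 FPKM without IL-4 and 250.04 after it. This prediction was written after the values of these genes had been seen. It is also a weak test, because choosing genes with a lower level in IL-4+LPS than in LPS favours a smaller gain. The same choice, with a positive interaction, favours genes lower in IL-4 than in control, as all 13 were. The direction of the interaction for such genes depends on the scale.

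The microRNA gene Mir1943 had the largest interaction. Noise of very short genes may account for microRNA genes among the largest changes: the median residual SD of microRNA rows was 13.74 times that of the other expressed rows (2.046 against 0.149), and their median length was 86 bases. This prediction also was written after the spread of the named microRNA genes had been seen. The median does not describe Mir1943, whose interaction had a standard error of 0.38. Mir1943 was 0 FPKM in every control, IL-4 and IL-4+LPS sample and 88.106 to 222.453 FPKM in the LPS samples. The test therefore does not bear on this gene. Poly-A selected libraries are not made for such short RNAs, and Mir1249 and Mirlet7d share 100% of their 50-base words with transcripts of other genes. Reads shared with Apol7c remain a further concern for Gm8221 and, at 15.7% of its 50-base words, for Apol7a, and were not tested.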

How the results depend on the processing

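The samples' groups, the main model, the rule for named genes and the alternatives were fixed before the processed files arrived, except the fit of replicates 2 and 3, which was chosen after seeing the data. Of 262 alternative values of the headline counts, 229 stayed within 1.5 times the main count. Changing the expression filter, the intensity trend or the pseudocount moved none of these counts past it, nor did a fit of the compared groups only.

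Apart from a 2-fold minimum, scaling moved the LPS counts most. Quantile normalization gave 2903 LPS-induced and 4326 LPS-repressed genes, 4173 genes repressed by LPS after IL-4 and 1868 LPS-induced genes unchanged after IL-4 pretreatment. Median scaling gave 3054 LPS-induced and 4125 LPS-repressed genes, 2702 induced and 3689 repressed after IL-4, 1868 unchanged and 408 higher after pretreatment. Both settings force the samples to a common level, which could hide a true overall decrease, whereas FPKM without scaling keeps any technical difference in level. No spike-in was in the files analysed here to choose between them, so the size of the excess of repressed over induced genes is not secure. For LPS, without or after IL-4, repressed genes outnumbered induced ones in every setting. For IL-4 against control, quantile normalization gave 2098 induced and 2052 repressed genes.

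A 2-fold minimum lowers every count by construction and gave 883 LPS-induced, 2121 LPS-repressed, 309 IL-4-induced, 391 IL-4-repressed, 842 induced and 1691 repressed after IL-4, 120 lower, 47 higher, 74 negative and 43 positive interactions. The replicate block gave 890 lower, 357 higher, 601 negative and 220 positive interactions, as removing the offset of replicate 1 lowers the residual error. Replicates 2 and 3 alone gave 931 lower, 436 higher, 696 negative and 340 positive interactions. Unadjusted p gave 603 negative and 236 positive interactions, and the per-gene Tukey setting, in which the interaction was an unadjusted linear contrast, 512 and 200. Across the 12 fits that each left out a sample, negative interactions ran from 193 (without LPS replicate 3) to 382 and positive ones from 66 to 172 (without IL-4+LPS replicate 1), and both of these named fits were past 1.5 times.

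Among 67 results for named genes, 50 were unchanged under every alternative applied to them. Unadjusted p, the 2-fold minimum and the Tukey test were applied to counts and shares only, not to named genes. The other rows that changed were 37 weaker and 14 stronger, and 9 reversed, each for a difference that was not significant in the main fit. Pycard in LPS against control was 0.188 after median scaling. Il1b in IL-4+LPS against LPS was 0.392 without IL-4+LPS replicate 1 and 0.078 with replicates 2 and 3 only. Across the fits that left out a sample it ran from -0.8 to 0.392. The interaction of Clec4d was 0.088 without IL-4 replicate 1 (range -0.161 to 0.088). That of Il18 was -0.011 and -0.002 without control replicates 1 and 2, -0.054 without LPS replicate 2 and -0.039 without IL-4+LPS replicate 2 (range -0.054 to 0.133). Il6 in IL-4 against control was 0.069 without control replicate 2 (range -0.149 to 0.069). The stronger rows passed the threshold only under an alternative. With replicates 2 and 3 only, Pycard passed in LPS against control (-0.281, adjusted p = 0.00484). With the same replicates, Il1b passed in IL-4 against control (-1.41, adjusted p = 0.00651) and in the interaction (1.488, adjusted p = 0.0389). With the replicate block, Casp1 passed in IL-4 against control (0.255, adjusted p = 0.0201) and in the interaction (-0.399, adjusted p = 0.0307). Of 95 shares of the LPS-induced genes, 50 left the 95% Wilson interval of the main share, which treats genes as independent and is narrow.

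With 3 samples against 3, 1 of the 10 splits of the 6 samples, the real one, gave as many LPS-induced, LPS-repressed, IL-4-induced and IL-4-repressed genes, and the same held for the genes induced and repressed by LPS after IL-4 and for the LPS-induced genes lower and higher after IL-4 pretreatment. The share cannot go below 0.1 in this design, so these splits cannot exclude another grouping, although no other split gave more than 1 gene in a direction. Depth is known only relative to control replicate 1, and low values of the shallower samples cannot show small differences.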

Other observations

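The number of LPS-induced genes unchanged after IL-4 pretreatment was 1067. That is higher than the value quoted from the study above. The number higher after pretreatment was 229. This too is higher than the quoted value, as were the numbers induced by LPS (1887) and lower after pretreatment (591). As a share of the LPS-induced genes, the lower class of the main fit (31.32%), which used adjusted p, was smaller than in the study. The study stated a p-value threshold of 0.05 and named no adjustment for this experiment. With unadjusted p under 0.05, 746 of 1934 LPS-induced genes were lower, a share close to the study's. The share was larger than the study's with the replicate block (890 of 2169) and smaller after median scaling (778 of 3054). Its difference from the study therefore depended on the setting. With the per-gene Tukey test, 1633 genes were induced, of which 487 were lower, 967 unchanged and 179 higher. The number lower was then below the quoted value. The test, the adjustment and the gene set differ between the fits.

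Fewer genes reached 1 FPKM after LPS. The mean was 10309.7 ± 15.3 in control and 9423.3 ± 72 in LPS, and 10095.7 ± 66.3 in IL-4 and 9304.7 ± 138.2 in IL-4+LPS (SD, n = 3). The drop was 838.7 genes on average over 6 pairs of samples with the same number, from 708 to 981. Depth was tested within replicate 1, whose samples have nearly equal depth, and the drop there was 761, against 877.5 in the other pairs. That prediction was written after the counts per sample had been seen. A few genes taking a larger share of the FPKM total would shrink the drop after median scaling. It shrank to 511.3 genes, over the limit of 0.5 of its size set before the test, so part of the drop depends on scaling. The 10 genes with the highest FPKM held 17.9% of the total in control and 14.6% in LPS, and 15.8% in IL-4 and 14% in IL-4+LPS, so their share was not larger after LPS. Spearman rho across genes between the LPS log2 fold change and transcript length was -0.002. With GC content rho was -0.134, between the limits set for deciding, so the drop cannot be told apart from a GC content bias. Genes are not independent replicates, and 93.94% of the expressed rows had a length and GC value.

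Across the LPS-induced genes, the IL-4 effect without LPS and the IL-4 effect with LPS went together (Pearson r 0.543, Spearman rho 0.507, across genes, which are not independent replicates). The 2 effects share no sample. A shared replicate batch was tested by taking the effects from different replicate numbers, and r was 0.535 and 0.5. Over the 1123 genes with at least 5 FPKM in every group mean r was 0.604, and after adjusting for transcript length and GC content it was 0.549. None of these tests removed the relation, and 95.02% of the genes had a length and GC value. Part of the difference between IL-4+LPS and LPS may therefore be present before LPS is added, as a hypothesis found and tested on the same data. The relation was 0.608 across the other expressed genes, so it was not particular to LPS-induced genes.

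The 392 genes lower after IL-4 pretreatment without a negative interaction were examined for the same question. Of them, 52.8% (207 genes) were already lower in IL-4 than in control, just over the limit of 0.5 set before the test. Passing that limit cannot decide the question. The interaction equals IL-4+LPS minus LPS less the difference IL-4 minus control. Leaving out negative interactions among lower genes therefore selects for a negative IL-4 effect. Among the 199 lower genes with a negative interaction, 35 were lower in IL-4 than in control. The interaction has a larger standard error than the pairwise contrast, 0.17 against 0.12 at the median. The median of the interaction divided by the difference IL-4+LPS minus LPS was 0.427, between the value of 0 for an equal effect without LPS and 1 for an effect only with LPS. A lower level before LPS remains possible for part of these genes, but the share above does not test it. It also cannot be told apart from the larger error of the interaction.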
